# Ability of the Right Ventricle to Serve as a Systemic Ventricle in Response to the Volume Overload at the Neonatal Stage

**DOI:** 10.3390/biology11121831

**Published:** 2022-12-15

**Authors:** Chunxia Zhou, Debao Li, Qing Cui, Qi Sun, Yuqing Hu, Yingying Xiao, Chuan Jiang, Lisheng Qiu, Haibo Zhang, Lincai Ye, Yanjun Sun

**Keywords:** hormone, hypoplastic left heart syndrome, long-term management, neonatal, volume overload

## Abstract

**Simple Summary:**

The right ventricle (RV) of children with hypoplastic left heart syndrome (HLHS), in which volume overload (VO) is inevitable, pumps blood into the systemic circulation. Understanding the molecular differences and their different responses to VO between the RV and left ventricle (LV) at the neonatal and highly plastic stages may improve the long-term management of children with HLHS. Using our newly developed neonatal ventricular VO model, we demonstrated that one of the major differences between a normal neonatal RV and LV is related to the insulin and thyroid hormone signaling pathways. In response to VO, the RV favored an arrhythmogenic right ventricular cardiomyopathy (ARVC) phenotypic change and the LV favored a reduction in microRNAs in cancer. Considering that a major cause of death in children with HLHS is arrhythmia, which is the hallmark of ARVC, the current study suggests that inhibiting ARVC may improve RV function. In addition, the current study also suggests that insulin, thyroid hormone, and cancer-associated microRNAs may be potential therapeutic targets that should be explored by basic science studies to improve the function of the RV to match that of the LV.

**Abstract:**

Background: In children with hypoplastic left heart syndrome (HLHS), volume overload (VO) is inevitable, and the right ventricle (RV) pumps blood into the systemic circulation. Understanding the molecular differences and their different responses to VO between the RV and left ventricle (LV) at the neonatal and highly plastic stages may improve the long-term management of children with HLHS. Methods and Results: A neonatal rat ventricular VO model was established by the creation of a fistula between the inferior vena cava and the abdominal aorta on postnatal day 1 (P1) and confirmed by echocardiographic and histopathological analyses. Transcriptomic analysis demonstrated that some of the major differences between a normal neonatal RV and LV were associated with the thyroid hormone and insulin signaling pathways. Under the influence of VO, the levels of insulin receptors and thyroid hormone receptors were significantly increased in the LV but decreased in the RV. The transcriptomic analysis also demonstrated that under the influence of VO, the top two common enriched pathways between the RV and LV were the insulin and thyroid hormone signaling pathways, whereas the RV-specific enriched pathways were primarily associated with lipid metabolism and arrhythmogenic right ventricular cardiomyopathy (ARVC); further, the LV-specific enriched pathways were primarily associated with nucleic acid metabolism and microRNAs in cancer. Conclusions: Insulin and thyroid hormones may play critical roles in the differences between a neonatal RV and LV as well as their common responses to VO. Regarding the isolated responses to VO, the RV favors an ARVC change and the LV favors a reduction in microRNAs in cancer. The current study suggests that insulin, thyroid hormone, and cancer-associated microRNAs are potential therapeutic targets that should be explored by basic science studies to improve the function of the RV to match that of the LV.

## 1. Introduction

Hypoplastic left heart syndrome (HLHS) is an uncommon and complex congenital heart disease (CHD) with an incidence of about 1–27 per 100,000, accounting for about 1.4% of CHDs [1,2,3]. Although the incidence of HLHS is low, it accounts for 23% and 15% of cardiac deaths within the first week and the first month of life, respectively [4,5]. The 15-year survival of children with HLHS is only 48%, with most of these deaths occurring during the first year of life [4,5]. HLHS is characterized by a hypoplastic left ventricle (LV), systemic outflow tract obstruction, and pumping of systemic blood by the right ventricle (RV) [1]. Therefore, understanding the molecular differences between the neonatal RV and LV may aid in enhancing RV function, which improves the survival rate and long-term quality of life of children with HLHS.

One of the mechanisms underlying the causes of HLHS is the lack of sufficient volume load on the LV during the fetal stage [6,7]. In the embryonic period, the RV bears more volume load and is thicker than the LV; however, at term, the ventricular free wall thickness of both the LV and RV increases in parallel to almost 3.5 mm [8,9,10]. Increasing evidence suggests that neonatal hearts have a high degree of plasticity [11,12]. Our previous studies demonstrated that even at the prepubertal stage, volume overload (VO) still contributed to RV and LV adaptation [13,14,15]. To the best of our knowledge, no previous study has evaluated how VO remodels the neonatal RV and LV. Before the first-stage palliation, children with HLHS have adequate communication at the atrial level, which is required for survival and leads to RV VO [16,17]. During the first stage of palliative surgery (Norwood procedure), atrial septectomy is performed to produce unlimited pulmonary venous flow into the RV, which further increases VO to the RV [18,19,20]. After the third stage of correction (Fontan procedure, which is typically performed at preschool age) is completed, the RV simultaneously actively supports the systemic circulation and passively supports the pulmonary circulation [1,21,22,23]. It is unclear whether the function of the RV can be improved to match that of the LV in response to VO. Considering that most deaths due to HLHS occur within the first year of life [1,2,3], identifying the molecular differences between neonatal RV and LV, as well as their responses to VO, may help to improve the survival rate and the long-term performance of the RV in children with HLHS.

Previous studies have demonstrated that at the neonatal stage (from postnatal day 1 [P1] to P7), rodent cardiomyocytes (CMs) are immature, characterized by disorganized sarcomere arrangement, glycolysis metabolism, and a lack of T-tubules [11,24]. At the prepubertal stage (from P7 to P21), rodent CMs begin to mature, and by P21, the CMs are fully mature, characterized by a highly arranged sarcomere, lipid oxidative phosphorylation, and fully developed T-tubules [11,24]. Previously, we created a prepubertal ventricular VO model, showing that VO changed the prepubertal maturation track of both RV and LV and highlighting the higher degree of plasticity of prepubertal ventricles than that of adult ventricles [13,14,15]. In the current study, we constructed a neonatal and ventricular VO model on P1, as in our previous publication [25]. We selected the LV- and RV-free walls at P7 for analysis and compared them to demonstrate the molecular differences between neonatal RV and LV and to determine the differences in their responses to VO.

## 2. Materials and Methods

### 2.1. Animals and Surgery

Sprague–Dawley neonatal rats underwent either fistula surgery or sham operation at P1, as previously described, with associated video recordings to demonstrate the surgical process [25]. Briefly, the neonates were pre-anesthetized with 5% isoflurane and administered general anesthesia with ice cooling. The abdominal aorta (AA) and inferior vena cava (IVC) were exposed by midline laparotomy. Then, a fistula was created using a needle (diameter, 0.06 mm) puncture, directed from the AA to the IVC. A 2 min hemostatic compression was carried out after the puncture. Then, the abdominal wall was closed using local lidocaine treatment for pain relief. The neonatal rats were warmed on a heating plate at 37 °C for 2 min and then returned to their mother.

### 2.2. Abdominal Ultrasonography

A Vevo 2100 imaging system (Visual Sonics, Toronto, Ontario, Canada) and a pulse-wave mode were used to analyze the AA and IVC fistula (AVF), as reported previously [13,14,15].

### 2.3. Echocardiography

The creation of VO in AVF rats was confirmed by echocardiography using a Vevo 2100 imaging system (Visual Sonics, Toronto, Ontario, Canada). Moreover, the pulmonary artery (PA) velocity time integral (VTI), PA velocity, aortic valve (AoV) VTI, and AoV velocity were analyzed according to previous reports [13,14,15].

### 2.4. Histopathological Analysis

To evaluate the morphological changes in the ventricle caused by VO, the hearts of six rats per group were randomly selected to be stained with hematoxylin and eosin (H&E) using an H&E kit according to the manufacturer’s instructions.

### 2.5. Oil Red Stain

Oil red staining was performed using an Oil Red Stain Kit (ab150678; Abcam, Shanghai, China), as instructed by the manufacturer. In brief, the tissue sections were incubated in propylene glycol for 2 min, oil red O solution for 6 min, 85% propylene glycol for 1 min, and finally hematoxylin for 2 min.

### 2.6. Western Blotting Analysis

Proteins were extracted, separated, and transferred onto polyvinylidene fluoride membranes (Merck, Millipore, Billerica, MA, USA). The membranes were then blocked in 5% non-fat milk for 1 h at room temperature. After washing, the membranes were incubated with primary antibodies overnight at 4 °C. After washing, the membranes were incubated with secondary antibodies at room temperature for 1 h, and the blots were detected with a Bio-Rad ChemiDoc Imaging System (Bio-Rad, Hercules, CA, USA).

### 2.7. Library Construction and Sequencing

RV- and LV-free walls were selected for RNA-seq analysis. For RNA extraction, a PureLink RNA Micro Scale Kit was used. The NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA) was utilized to generate sequencing libraries. Briefly, mRNA was first purified with poly-T oligo-attached magnetic beads. Then, we performed fragmentation with First Strand Synthesis Reaction Buffer. First-strand cDNA was synthesized using RNase H and random hexamer primers, and second-strand cDNA was synthesized with DNA polymerase I and RNase H. The cDNA fragments were first adenylated and then ligated with NEB Next Adaptors. An AMPure XP system (Beckman Coulter, Beverly, MA, USA) was used to purify library fragments that were preferentially 370–420 bp in length. Then, we performed PCR with Index (X) Primer, Universal PCR primers, and Phusion High-Fidelity DNA polymerase. Subsequently, we purified the PCR products with an AMPure XP system and assessed the library quality with the Agilent Bioanalyzer 2100 system. The samples were finally clustered with a TruSeq PE Cluster Kit v3-cBot-HS (Illumina) and sequenced on an Illumina Novaseq platform.

### 2.8. Quality and Quantification of Gene Expression Levels

To generate clean data (clean reads), reads containing adapters or poly-N or reads with low quality were removed from the raw data, and the downstream analyses were based on the clean data. Hisat2 v2.0.5 was used to establish the index of the reference genome and to align the paired-end clean reads to the reference genome. The featureCounts v1.5.0-p3 was employed to count the number of reads mapped to each gene. Gene expression levels were expressed as fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM).

### 2.9. Analysis of Differentially Expressed Genes

The DESeq2 R package (1.16.1) was used to determine differentially expressed genes (DEGs). Benjamini and Hochberg’s approach was applied to adjust the resulting P values. Genes with an adjusted *p* value of <0.05 and fold change > 1.3 were considered to be differentially expressed. The clusterProfiler R package was used to analyze Gene Ontology (GO) and KEGG pathway enrichment. Terms with corrected *p* values of <0.05 were considered to be significantly enriched.

### 2.10. Statistical Analysis

Continuous data are expressed as means ± standard deviation. When the data were normally distributed, as shown by the Shapiro–Wilk test, Student’s *t*-test was used to test the differences between groups; otherwise, the data were analyzed with the rank-sum test. *p* < 0.05 was considered to indicate a significant difference. Statistical analyses were conducted using SAS software ver. 11.0 (SAS Institute Inc., Cary, NC, USA).

## 3. Results

### 3.1. Establishment of Ventricular VO via AVF Surgery

Similar to our previous publications [13,14,15], no pulsatile blood flow was shown in the IVC of the AVF rats (Figure 1A); however, pulsatile blood flow appeared in the AA (Figure 1B) and at the puncture point (PP). The mean peak velocity at the PP was 286.7 ± 17.2 (Figure 1C,D). The data demonstrated that a fistula was created between the AA and IVC.

To evaluate the RV VO, the PA velocity and PA velocity time integral (VTI) at P7 were detected. The PA velocities and PA VTIs in the VO groups significantly increased (Figure 2A–C) when compared to the sham group. Similarly, in the LV, the AoV velocities and AoV VTIs in the VO groups significantly increased when compared to the sham group (data not shown). H&E staining showed that the diameters of the RV and LV chambers were increased at the middle panel in the VO group (Figure 2D–F). These results suggested that VO was successfully created by AVF in both the RV and the LV, as previously reported [13,14,15].

### 3.2. Molecular Differences between Neonatal LV and RV

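RNA from the LV- and RV-free walls was sequenced at P7 from rats that had undergone fistula surgery (VO) or a sham operation at P1, with 3 libraries in each of 4 groups, namely sham LV, sham RV, VO LV and VO RV. The authors counted the aligned reads on each gene and expressed them as FPKM, and the deposited values are these FPKM for 32545 genes in each of the 12 libraries. The paper's text does not name the genome build, so positions are given as the deposited table lists them. Multiplied by gene length, the values under 200 reads fell on whole multiples of 1 step per library, which gave back the number of reads on each gene. Between 14121713 and 16871371 reads per library lay on genes, with a median of 14463264 in sham LV, 14566979 in sham RV, 16219471 in VO LV and 15950902 in VO RV. FPKM were divided by a median-ratio size factor (0.996 to 1.00), 0.5 was added, and log2 values of the 13910 genes with a mean FPKM of at least 0.5 were tested. A single limma model with an intensity trend covered the 4 groups. DEGs were called with the thresholds stated in the paper's methods, a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.3. All 4 groups share 1 estimate of the spread, so a library outside a comparison also enters its test. With 3 libraries against 3, the smallest two-sided p of an exact permutation test is 0.10.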

To explore how VO contributes differently to RV and LV, we compared the transcriptome between normal neonatal RV and LV by RNA-seq. As shown in Figure 3A, there were 1806 differentially expressed genes (DEGs) between neonatal LVs and RVs, of which 1095 were downregulated and 711 were upregulated. 

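In the deposited FPKM, 536 of 13910 genes were DEGs between sham LV and sham RV, of which 327 were lower and 209 higher in the LV. The adjusted p alone was passed by 551 genes, and 2478 genes had an unadjusted p under 0.05 with a fold change over 1.3. When all 21603 genes with any value above 0 were tested, the number of DEGs was 8. The count also depended on single libraries: it was 0 without sham RV replicate 1 (1825 genes at the unadjusted p) and 870 without VO RV replicate 3. It was also 3 without sham LV replicate 1, 1 without sham LV replicate 2 and 4 without sham RV replicate 2. Without VO LV replicate 2, which is outside the comparison, it was 5. The loss of most DEGs is therefore not particular to sham RV replicate 1. Among DEGs with a mean FPKM of at least 1 and no overlap between the groups, which chance gives for 10% of genes, the largest falls were those of Prkaa2, the AMP-activated kinase subunit alpha 2 (log2 fold change −2.28, standard error 0.44, adjusted p = 0.0332 from limma), Adra1a (−2.27) and AABR07064111.1 (−2.27). Prkaa2 was 2.52 ± 1.18 FPKM (SD, n = 3) in sham LV and 14.6 ± 7.53 FPKM in sham RV. Large rises included those of a U6 gene of 107 bases, listed at 0 in all sham RV libraries, and the 136-base small nucleolar RNA gene SNORA2 (log2 fold change 1.86). None of these 5 genes had an adjusted p under 0.05 without sham RV replicate 1.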

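Over the 13910 tested genes, Pearson's r of log2 values was 0.964 to 0.973 among the sham LV libraries and 0.969 to 0.974 among the sham RV libraries. Between sham LV and sham RV libraries it was 0.942 to 0.974; these are correlations across genes, which are not independent replicates. Hierarchical clustering of the 6 sham libraries on all tested genes set sham LV replicate 2 apart from the other 5 and did not part the LVs from the RVs.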

When these genes were clustered, a heatmap showed that the DEGs of the individual RVs were similar to each other but differed significantly from those of the LVs (Figure 3B), suggesting good reproducibility of the study. 

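Protein kinases and calcium-related proteins were selected by words in the gene descriptions of the deposited table. Of 466 tested kinase genes, 26 were DEGs between sham LV and sham RV (18.0 expected; one-sided Fisher's exact p = 0.0378, adjusted p = 0.189 over 60 list tests), 19 of them lower in the LV. Of 175 tested calcium-related genes, 13 were DEGs (6.74 expected; adjusted p = 0.122 from the same test), 9 of them lower in the LV. Adjusted over the list alone, 46 kinase genes and 19 calcium-related genes passed both thresholds. The kinase DEGs with the smallest adjusted p were Alpk3, Wnk2, Nuak1, Pak6 and Map2k7, with log2 fold changes of −0.75, −0.88, −0.66, −0.75 and −0.68. Among the calcium-related genes they were Pcdh12 (0.61), Cacnb2 (−1.12), Celsr1 (−1.42), Pcdh7 (−1.72) and Camta1 (−0.84), of which Pcdh12 alone was higher in the LV. Without sham RV replicate 1, no gene was a DEG, so that neither class held any.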

Enrichment analysis of the DEGs between normal neonatal LVs and RVs showed that among the top 10 enriched terms for biological process (BP), 6 were associated with signal transduction, whereas calcium ion binding and protein kinase activity were among the top 10 enriched terms for molecular function (MF) (Figure 3C and Supplementary Figure S1A). Because intracellular signal transduction depends on calcium ion binding and protein kinase activity [26,27], the above results suggested that one of the major molecular differences between the normal neonatal RV and LV was related to intracellular signal transduction.

To further understand the regulation of molecular differences between the LV and RV by intracellular signaling, a pathway enrichment analysis was applied. 

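The pathways were tested with gene lists written by hand from general knowledge of each pathway before the data were examined; KEGG and GO lists were not used here. The cGMP-PKG list had 18 DEGs between sham LV and sham RV among 114 tested genes, against 4.39 expected (one-sided Fisher's exact test, adjusted p = 2.04e-05 over 60 list tests), and 16 of them were lower in the LV. For insulin resistance, 11 of 89 genes were DEGs (3.43 expected, adjusted p = 0.0109 from the same test). Insulin signaling held 11 DEGs among 116 genes (4.47 expected, adjusted p = 0.0615) and thyroid hormone signaling 7 among 100 (3.85 expected, adjusted p = 0.322). All DEGs of these 3 lists were lower in the LV. The lists share many genes: 83 symbols of the insulin resistance list are also in another list. Limited to genes that no other list holds, the adjusted p was 0.0968 for cGMP-PKG and 1 for each of the other 3 lists (Fisher's exact test). Compared with random lists matched on expression and gene length, the adjusted p was 0.00600 for cGMP-PKG, 0.0640 for insulin resistance, 0.186 for insulin signaling and 0.577 for thyroid hormone signaling. Of 20 lists, 4 passed an adjusted p of 0.05, and the alternative that moved this number most, limma's fry test without regard to direction, gave 18. Without sham LV replicate 1, the number was 0. The other lists that passed were those for arrhythmogenic right ventricular cardiomyopathy (ARVC; 9 of 59 genes, adjusted p = 0.0109, or 0.362 without shared genes) and angiogenesis (9 of 64 genes, adjusted p = 0.0109, or 0.0467 without shared genes).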

The results showed that the top four enriched pathways were the thyroid hormone signaling pathway, insulin resistance, cGMP-PKG signaling pathway, and insulin signaling pathway (Figure 3D and Supplementary Figure S1B). 

The above-mentioned results suggest that one of the major differences between neonatal LV and RV was in the thyroid hormone and insulin signaling pathways.

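Taken over all members, the thyroid hormone list was lower in the LV than in the RV, with a median log2 fold change of −0.14 and 36 of 100 genes higher in the LV (adjusted p = 0.00238, limma's camera with a preset correlation of 0.01). The medians were −0.23 for insulin signaling (29 of 116 genes higher, adjusted p = 1.26e-06), −0.20 for insulin resistance (31 of 89 higher, adjusted p = 0.000565) and −0.09 for cGMP-PKG (47 of 114 higher, adjusted p = 0.0129), while the median of all tested genes was 0.01. Under limma's fry test, which uses the correlation among the libraries themselves, thyroid hormone (adjusted p = 0.0288), insulin signaling (0.0224) and insulin resistance (0.0224) held and cGMP-PKG did not (0.0585). Adjusted over the list alone, 22 genes of the thyroid hormone list, 31 of insulin signaling, 27 of insulin resistance and 32 of cGMP-PKG passed both thresholds. In the thyroid hormone list the DEGs with the smallest adjusted p included Gata4, Atp2a2, Ncoa2 and Pfkp, with log2 fold changes of −0.77, −0.82, −0.96 and −0.58. From the enrichment of signal transduction terms the paper proposes a difference in intracellular signaling, and from the top pathways it proposes that thyroid hormone and insulin signaling are a major difference between the neonatal LV and RV.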

To verify the results demonstrated by RNA-seq, we detected the thyroid hormone and insulin receptors. 

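In the RNA-seq data, Insr, listed as ENSRNOG00000029986 on chromosome 12 from 1680957 to 1816414, encodes the insulin receptor. Its level was 5.65 ± 0.693 FPKM (SD, n = 3) in sham LV and 10.8 ± 1.37 FPKM (SD, n = 3) in sham RV, a log2 fold change of −0.88 (standard error 0.15, adjusted p = 0.0319 from limma). All sham LV libraries were below all sham RV libraries (exact permutation test, two-sided p = 0.10, the smallest that this design allows). With each library left out in turn, the log2 fold change stayed between −0.97 and −0.79, while the adjusted p ranged from 0.0154 to 0.127, the latter without sham RV replicate 1. Thra, listed as ENSRNOG00000009066 on chromosome 10 from 86657285 to 86684933, encodes thyroid hormone receptor alpha. Thra was 38.0 ± 3.24 FPKM in sham LV and 48.5 ± 4.05 FPKM in sham RV (log2 fold change −0.35, standard error 0.10, adjusted p = 0.0641 from limma), again without overlap (exact permutation p = 0.10). Its adjusted p fell to 0.0461 without VO RV replicate 3.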

The results showed that the levels of thyroid hormone and insulin receptors were significantly lower in the LV than in the RV (Figure 4A–G). In addition, under the condition of VO, thyroid hormone receptor (Thra) and insulin receptor (Insr) levels were upregulated in the LV but were downregulated in the RV (Figure 4A–G).

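In the VO groups, Insr was 10.6 ± 1.92 FPKM (SD, n = 3) in the LV and 7.98 ± 0.979 FPKM (SD, n = 3) in the RV. Against the sham groups, the log2 fold change was 0.85 in the LV (standard error 0.15, adjusted p = 0.0514 from limma) and −0.41 in the RV (adjusted p = 0.557). Neither comparison had overlapping groups (exact permutation p = 0.10 for each). The difference between the LV and RV responses of Insr was 1.26 on the log2 scale (standard error 0.21, adjusted p = 0.0249 from limma). Leaving out 1 library moved the adjusted p of the LV response between 0.0198 and 0.249 (the latter without VO LV replicate 3), and that of the difference between 0.0188 and 0.0826 (again without VO LV replicate 3). Thra was 47.1 ± 0.631 FPKM in VO LV and 41.7 ± 3.99 FPKM in VO RV, with log2 fold changes of 0.31 in the LV (adjusted p = 0.101) and −0.21 in the RV (adjusted p = 0.588). The groups did not overlap in either ventricle (exact permutation p = 0.10), and the responses differed by 0.53 on the log2 scale (standard error 0.14, adjusted p = 0.0535 from limma).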

### 3.3. Neonatal LV Was more Transcriptionally Active at Baseline in Response to VO Than the RV

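With the same model, 13 genes were DEGs between VO LV and sham LV, 10 higher and 3 lower under VO. No gene was a DEG between VO RV and sham RV, where the smallest adjusted p was 0.258. At an unadjusted p under 0.05 with a fold change over 1.3, the numbers were 2186 in the LV (1290 up, 896 down) and 683 in the RV (257 up, 426 down). With 1 library left out, these counts ranged in the LV from 1366, without VO LV replicate 3, to 2698, without sham LV replicate 3, and in the RV from 403 (214 up, 189 down), without VO RV replicate 3, to 1163, without VO RV replicate 1. A direct test of whether the response differed between the ventricles gave 583 genes, 481 with the higher response in the LV. Limma's array weights raised the LV count most, to 704, and left the RV count at 0 (822 genes at the unadjusted p), whereas a covariate for Y-linked transcripts, chosen after the data were seen, brought the LV count to 0. Leaving out 1 library changed the LV count to between 0, for example without VO LV replicate 3, and 554, without VO RV replicate 3. The count for the difference of the responses ranged from 0, for example without sham LV replicate 1, to 1003, without VO RV replicate 1. In the LV, the largest rises were those of the pseudogene AABR07050646.1 (log2 fold change 2.15), Irs2, which encodes insulin receptor substrate 2 (1.81, standard error 0.28, adjusted p = 0.0496 from limma), and Sik1 (1.49), and the falls were those of SNORD47 (−1.07) and Casp4 (−0.72), the third, SNORA61, having a mean FPKM of 0.801. Irs2 and Sik1 also rose in the RV, by 0.56 and 0.80. Their responses were not shown to differ between the ventricles (adjusted p = 0.0897 and 0.120 from limma). AABR07050646.1 (−0.91), SNORD47 (0.63) and Casp4 (0.30) moved the other way in the RV. For the difference of the responses, the largest positive values were those of LOC100909750, annotated as ABL1-like and open to reads of its paralog (4.03), Prkaa2 (3.58) and Adra1a (3.39). The largest negative values were those of LOC100911746, annotated as B9D1-like with the same limit (−4.76), SNORD19B (−2.75) and a U6 gene of 102 bases (−2.47).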

As shown in Figure 5A, under the influence of VO, there were 922 DEGs in the RV comparison, while there were 3408 DEGs in the LV comparison, suggesting that VO produced almost a 4-fold increase in DEGs in the LV in comparison to the RV. A Venn diagram showed that the LV comparison shared 530 DEGs with the RV comparison; 2878 DEGs were expressed only in the LV comparison, and 392 DEGs were only expressed in the RV comparison (Figure 5B). 

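No DEG was shared between the LV and RV comparisons, since the RV comparison had none. At the unadjusted p with a fold change over 1.3, 347 genes were shared (107 expected if the lists were independent), 1839 were found only in the LV and 336 only in the RV. Of the 347 shared genes, 329 changed in opposite directions in the LV and RV and 18 in the same direction. Across all 13910 genes, which are not independent replicates, the log2 fold changes of the ventricles had a Pearson's r of −0.34. Much of this relation rested on VO RV replicate 3: without it, r was −0.102, and 88 of 116 shared genes changed in opposite directions. Without sham RV replicate 1, r was −0.242, and 134 of 154 shared genes changed in opposite directions. The comparisons share no libraries.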

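Among the VO LV libraries, Pearson's r of log2 values over all tested genes was 0.977 to 0.980, and among the VO RV libraries 0.961 to 0.971.
It was 0.943 to 0.976 between sham LV and VO LV libraries and 0.959 to 0.977 between sham RV and VO RV libraries.
The nearest library belonged to the same group for 4 of 12 libraries; VO RV replicate 3, for example, lay nearest to sham LV replicate 1 (r = 0.979).
Clustering on all tested genes split off sham LV replicate 2 in the LV comparison and VO RV replicate 2 in the RV comparison, and parted sham from VO in neither.

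**Figure D1:**
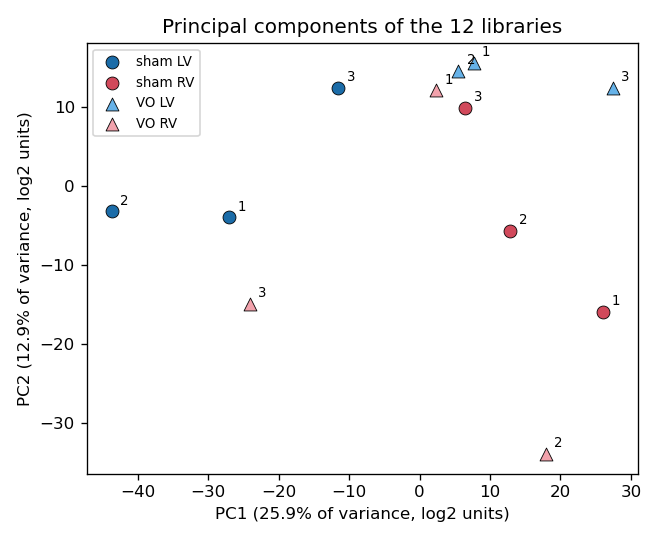
Principal components of the log2 values of the 13910 tested genes, with PC1 (25.9% of the variance) on the x axis and PC2 (12.9%) on the y axis. Each point is 1 of the 12 libraries, with circles for sham, triangles for VO, blue for LV, red for RV, and the replicate number beside it. VO RV replicate 3 lies at −24.1 on PC1, near sham LV replicate 1 at −27.0.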

As shown in Figure 5C, when the DEGs were clustered in the RV or LV comparison, a heatmap showed that the individuals were similar to each other in the same group but differed significantly from those in the other group, suggesting good reproducibility of the study. 

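The log2 fold changes under VO were spread more widely in the LV (SD over the 13910 genes 0.397) than in the RV (0.306). Fitted separately, the median standard error was 0.142 in the LV and 0.159 in the RV; the difference in spread was not tested. The relation between baseline and response was measured with separate sham libraries on each side, because a shared sham group alone makes the correlation differ from 0. Across genes, the baseline difference (sham LV minus sham RV) and the LV response to VO had a mean Pearson's r of −0.375 (−0.443 to −0.254 over the 3 ways of dividing the sham LV libraries). With the same sham LV libraries on both sides it was −0.742, where simulated data without any effect gave −0.501. For the RV response the r was 0.231 (0.190 to 0.297), so that genes lower in sham LV than in sham RV tended to rise in the LV and fall in the RV under VO. Separate sham libraries do not remove a deviation that all libraries of a sham group share. Fold changes followed gene length with matching signs (Spearman's rho −0.232 at baseline, 0.189 in the LV and −0.177 in the RV). That trend was not removed here, so it may contribute to these correlations.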

The results suggested that the neonatal LV was more transcriptionally active at baseline in response to VO than the RV.

### 3.4. Common Responses between Neonatal LV and RV under the Influence of VO

The aforementioned DEGs were subjected to an enrichment analysis. In the top 150 enriched terms (50 terms each for biological process, cellular component, and molecular function) and 30 pathway terms, LV and RV comparisons shared 5 biological process terms (10%) (Supplementary Figure S2A), 13 cellular component terms (26%) (Supplementary Figure S2B), 16 molecular function terms (32%) (Figure 6A), and 14 pathway terms (36.7%) (Figure 6B). The scores of enriched terms in the LV comparison were higher than those in the RV comparison, except for the terms of insulin resistance and thermogenesis in pathways (Figure 6B), thereby confirming that the neonatal LV was more transcriptionally active in response to VO than the RV. 

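Under VO, the thyroid hormone list held 0 DEGs in the LV and 0 in the RV; at the unadjusted p with a fold change over 1.3, it held 25 of 100 genes in the LV and 6 in the RV. The insulin signaling list held 1 DEG in the LV, Irs2, and 0 in the RV (35 and 11 of 116 genes at the unadjusted p). Irs2 itself was also higher under VO in the RV (log2 fold change 0.56, adjusted p = 0.618 from limma). None of the 20 lists passed an adjusted p of 0.05 with Fisher's exact test in either ventricle, but without VO RV replicate 3 the number in the LV was 11. Taken over all members, the thyroid hormone, insulin signaling and insulin resistance lists moved in opposite directions in the ventricles. The thyroid hormone list rose in the LV (median log2 fold change 0.09, 63 of 100 genes higher, adjusted p = 0.00556 from limma's camera) and fell in the RV (median −0.11, 31 of 100 higher, adjusted p = 0.00175). Insulin signaling had medians of 0.23 in the LV (84 of 116 genes higher, adjusted p = 1.26e-06) and −0.13 in the RV (31 of 116 higher, adjusted p = 5.68e-06). Insulin resistance had medians of 0.14 in the LV (57 of 89 higher, adjusted p = 0.00238) and −0.11 in the RV (31 of 89 higher, adjusted p = 0.000330). Under fry, all 3 lists held in the LV (adjusted p from 0.0224 to 0.0403), whereas in the RV insulin resistance held (0.0403) and insulin signaling (0.0507) and thyroid hormone (0.0659) did not. Across all tested genes, longer genes tended to rise in the LV (Spearman's rho 0.189) and fall in the RV (−0.177), and these lists hold long genes. Camera and fry used all libraries without removing that trend. Gene length and VO RV replicate 3 may therefore contribute to these opposite shifts. Adjusted over the list alone, 15 thyroid hormone genes and 24 insulin signaling genes passed both thresholds in the LV, against 1 and 0 in the RV.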

Although the normal neonatal LV and RV differed in terms of the thyroid hormone and insulin signaling pathways (Figure 3D and Supplementary Figure S1B), the thyroid hormone and insulin signaling pathway were the top two enriched terms in both the LV and the RV under the influence of VO (Figure 6B), suggesting that thyroid hormone and insulin play a critical role in regulating their common responses to VO.

### 3.5. Different Responses of Neonatal LV and RV under the Influence of VO

The aforementioned DEGs were subjected to enrichment analysis which showed the top 30 RV- or LV-specific enriched terms in response to VO (Figure 7). In the RV, VO caused BP enrichment that was associated with protein and lipid metabolism (Figure 7A), while in the LV, it caused BP enrichment that was associated with nucleoside metabolism (Figure 7B). 

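Lipid metabolism was examined in the RNA-seq data with a hand-written list of fatty acid degradation genes, and nucleoside metabolism with one of nucleotide biosynthesis genes. The 33 fatty acid degradation genes held no DEG in either ventricle (5 in the LV and 3 in the RV at the unadjusted p). Their median log2 fold change was −0.12 in the RV (9 of 33 genes higher, adjusted p = 0.00360 from limma's camera) and 0.21 in the LV (25 of 33 higher, adjusted p = 0.00258). Under fry, the rise in the LV held (adjusted p = 0.0403) and the fall in the RV did not (0.113). The 74 nucleotide biosynthesis genes held no DEG either (20 in the LV and 5 in the RV at the unadjusted p). They had a median of −0.02 in the LV (33 of 74 higher, camera adjusted p = 0.853) and 0.01 in the RV (39 of 74 higher, adjusted p = 0.745). At the unadjusted p, their 20 genes in the LV were more than chance gives (Fisher's exact test, adjusted p = 0.0278).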

Further, VO caused CC enrichment that was associated with protein and lipid synthesis sites in the RV, while it was associated with vesicles in the LV (Supplementary Figure S3A,B). Moreover, VO caused MF enrichment that was associated with protein and lipid-metabolic enzyme activities in the RV, while it was associated with nucleoside metabolic regulation in the LV (Supplementary Figure S3C,D).

In addition, the top three pathways enriched by VO in the RV were arrhythmogenic right ventricular cardiomyopathy (ARVC), the adipocytokine signaling pathway, and the PPAR signaling pathway (Figure 8A), whereas in the LV they were microRNAs in cancer, the longevity regulating pathway, and the citrate cycle (TCA cycle) (Figure 8B). ARVC, the adipocytokine signaling pathway, and the PPAR signaling pathway are closely associated with the regulation of protein and lipid metabolism [28,29,30]. The microRNAs in cancer and longevity-regulating pathways are closely associated with nucleic acid metabolism [31,32]. These results suggested that under the influence of VO, the RV favors the regulation of protein and lipid metabolism, while the LV favors the regulation of nucleic acid metabolism.

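In the RV, the hand-written lists for ARVC, adipocytokine signaling and PPAR signaling held no DEG, and 9 of 59, 5 of 58 and 8 of 49 genes at the unadjusted p with a fold change over 1.3 (Fisher's exact test, adjusted p = 0.0109, 0.244 and 0.0113). Their median log2 fold changes in the RV were −0.11 (21 of 59 genes higher), −0.07 (23 of 58) and −0.10 (17 of 49), with camera adjusted p of 0.00410, 0.0247 and 0.00469. None of the 3 falls held under fry (adjusted p = 0.271, 0.0717 and 0.0587). The same lists rose in the LV, with medians of 0.19, 0.08 and 0.13 (fry adjusted p = 0.0497, 0.0297 and 0.0667), and held 21 of 59, 13 of 58 and 13 of 49 genes there at the unadjusted p (Fisher's exact test, adjusted p = 0.00108, 0.189 and 0.0796). In the LV, Irs2 was the single DEG in each of the lists for target mRNAs of microRNAs in cancer and for longevity regulation, and the citrate cycle list held none. Longevity regulation had a median of 0.11 in the LV (52 of 80 genes higher, camera adjusted p = 0.00163, fry 0.0233) and the citrate cycle 0.20 (24 of 26 higher, camera 0.000189, fry 0.0704). The microRNA target list had a median of 0.08 (70 of 115 higher, camera 0.0732). In the RV these 3 lists had medians of −0.09, −0.15 and −0.06. The paper proposes that the RV favors protein and lipid metabolism and the LV nucleic acid metabolism. It draws this from its enriched GO terms, its top pathways and the link of those pathways to such metabolism in earlier work. It then adds measurements of ACSL1 protein in the RV and of microRNAs in the LV.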

To confirm the above results, we detected lipid metabolism in the RV and cancer-associated microRNAs in the LV. Although the adipocytes (a marker of ARVC) were not increased in the RV under the influence of VO (Figure 9A), the lipid metabolism enzyme long-chain acyl-CoA synthetase 1 (ACSL1) was significantly increased in the RV (Figure 9B,C). Moreover, cancer-associated microRNAs were downregulated in the LV (Figure 9D).

## 4. Discussion

The mortality of children with HLHS is the highest between stage 1 and stage 2 of the operation, during which VO is inevitable and has been associated with arrhythmias and RV failure [1,2]. Previous studies have focused mainly on the hemodynamic changes rather than on the molecular changes at this stage [3,4]. To the best of our knowledge, the current study is the first to demonstrate the transcriptomic differences between the neonatal RV and LV as well as their responses to VO, thereby providing useful information to improve the function of the RV to support the systemic circulation and to reduce the rate of arrhythmias and RV failure.

Our results demonstrated that the insulin and thyroid hormone signaling pathways were the two of the most enriched pathways regulating the differences between the RV and LV as well as their common responses to VO, suggesting that these two hormone pathways may be used to improve RV function. Previous studies demonstrated that insulin promotes the use of glucose as the main cardiac energy substrate, resulting in reduced myocardial O2 consumption and increased cardiac efficiency [33,34]. As a result, insulin resistance contributes to VO-induced adult heart failure and prepubertal cardiac metabolic maladaptation [35,36]. To our knowledge, the present study is the first to reveal the role of insulin in VO-stimulated neonatal RV and LV responses. Thyroid hormone leads to increased expression of the fast isoform of the myosin heavy chain and sarcoplasmic reticulum calcium-activated ATPase and increased beta-1-adrenergic receptor density, enhancing both systolic and diastolic LV function [37,38]. In addition, recent studies have demonstrated that thyroid hormone controls cardiac plasticity, including cardiac regeneration [39]. Based on the results of the current and previous studies, we suggested that insulin and thyroid hormones may be used to support neonatal RV function in response to VO. Moreover, our previous studies demonstrated that VO induced an immune response of the neonatal RV and prepubertal LV [13,15,25], whereas the current study showed that VO induced an immune response of both RV and LV (Supplementary Figure S4). In addition, adult hearts also respond to VO with an immune response [40,41]. This confirmed our previous results and highlighted the role of immune response in ventricular maladaptation. However, fibrosis and angiogenesis were the two hallmarks of adult hearts in response to VO [40,41]. However, neonatal hearts exposed to VO, either in the RV or LV, did not show any enriched BP, CC, MF, or pathway terms associated with fibrosis and angiogenesis (Figure 6). Additionally, the enriched terms associated with insulin and thyroid hormones in neonatal hearts did not appear in adult hearts [40,41].

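In the RNA-seq data, a hand-written list of 80 immune response genes held no DEG under VO in either ventricle (12 in the LV and 8 in the RV at the unadjusted p with a fold change over 1.3). Its median log2 fold change was −0.19 in the LV (15 of 80 genes higher, adjusted p = 0.000509 from limma's camera) and 0.19 in the RV (66 of 80 higher, adjusted p = 1.26e-06). Neither shift held under fry (adjusted p = 0.113 in the LV and 0.119 in the RV). Adjusted over the list alone, 0 genes passed both thresholds in the LV and 1 in the RV.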

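A list of 68 fibrosis genes held no DEG under VO in either ventricle (3 in the LV and 4 in the RV at the unadjusted p with a fold change over 1.3). The median log2 fold change of these genes was −0.07 in the LV (25 of 68 higher, camera adjusted p = 0.333) and 0.15 in the RV (55 of 68 higher, camera adjusted p = 0.000565, fry 0.521). A list of 64 angiogenesis genes also held no DEG (15 in the LV and 1 in the RV at the unadjusted p). The angiogenesis genes had a median of −0.14 in the LV (18 of 64 higher, camera adjusted p = 0.00175, fry 0.0803) and 0.05 in the RV (45 of 64 higher, camera adjusted p = 0.0413, fry 0.431). Adjusted over the list alone, no gene of either list passed both thresholds in either ventricle. The paper states that no term tied to fibrosis or angiogenesis was enriched in neonatal hearts under VO.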

Another finding of the present study is that the responses between the neonatal RV and LV under the influence of VO are different. The hallmarks of ARVC are arrhythmia, adipocytes, and an imbalance of calcium homeostasis [28]. In the RV, the BP enriched by VO was mainly associated with protein and lipid metabolism (Figure 7A), whereas the CC was mainly associated with protein and lipid synthesis sites (Supplementary Figure S3A), and the MF was mainly associated with protein- and lipid-metabolic enzyme activities (Supplementary Figure S3C). Similarly, the pathways enriched by VO in the RV were mainly associated with ARVC and the adipocytokine signaling pathway (Figure 8A). These results indicated that under the influence of VO, neonatal RV developed an AVRC-like phenotype, which partly explains why some children with HLHS died of arrhythmia. In contrast, the neonatal LV uses cancer-associated microRNAs to adapt to VO (Figure 8B). Thus, the function of the RV may be improved to match that of the LV using ion channel blockers and cancer-associated microRNAs, which are potential therapeutic targets that should be explored by basic science studies.

An important limitation of the current study is that we did not use a transgenic mouse to evaluate the role of insulin, thyroid hormone, ion channel blockers, and cancer-associated microRNAs in RV performance. Further studies are required to extend our evaluation of the effects of insulin, thyroid hormone, ion channel blockers, and cancer-associated microRNAs on RV performance. Another major concern is that the model cannot exactly mimic HLHS and, to some extent, is much more similar to left-to-right shunt. However, AVF produces VO not only in the RV but also in the LV and has been extensively used to study the effect of VO on both the RV and LV [13,42,43]. Thus, this model provides an alternative method to study how VO affects LV and RV, especially at the neonatal stage, at which no other ventricular VO models have been developed [13,14,15]. The third major concern is whether the LV is more capable than the RV in maintaining persistent function under VO. Most of our knowledge concerning the different responses to VO between the LV and RV was obtained from adult animals. For example, based on the study of adult animals, we know that the LV was more sensitive to VO than the RV, whereas the RV was more sensitive to pressure overload than the LV [42]. One may expect that the LV would not demonstrate higher capability than the RV to maintain persistent function under VO. However, neonatal hearts are quite different from adult hearts in terms of their molecular structure, metabolism, and electrophysiology [12], and we should not apply our knowledge obtained from adult hearts to neonatal hearts. For example, one cause of HLHS is the lack of volume load at the fetal stage [6]. However, one would not expect volume load to contribute to adult LV development. Moreover, the adult LV responds to pressure overload with dysfunction, while the neonatal LV responds to the same stimulus with proliferation and a pure adaptive response with preserved cardiac function [44,45]. When considering HLHS, the RV replaces the LV as a systemic ventricle. This means that the RV bears a higher load (volume load, pressure load, or both) than under normal circumstances. The current study aimed to shed light on the fact that the RV may be rebuilt and may function better than the LV from the aspect of volume load. In addition, the RV has two layers and two types of fibers (clockwise spiral fibers and longitudinal fibers), whereas the LV has three layers and three types of fibers (clockwise spiral fibers, anti-clockwise spiral fibers, and longitudinal fibers) (Supplementary Figure S5), rendering the LV more resistant to dilatation than the RV [42]. Thus, with increasing volume load, the LV is more prone to dysfunction than the RV at the adult stage [42]. Whether a similar phenomenon exists at the neonatal stage was largely unknown and was a part of the question the study tried to answer. As shown in Figure 5A, our results demonstrated that the LV was more sensitive to VO than the RV, producing 4 times more DEGs.

## 5. Conclusions

In summary, we found that insulin and thyroid hormones were involved in the common responses to VO for both the neonatal RV and the neonatal LV, suggesting that these hormones may be used to improve RV performance. We also demonstrated that under the influence of VO, the RV transformed to an AVRC-like phenotype, while the LV demonstrated reduced production of cancer-associated microRNAs, suggesting that ion channel blockers and cancer-associated microRNAs are potential therapeutic targets that should be explored by basic science studies.

## Figures and Tables

**Figure 1:**
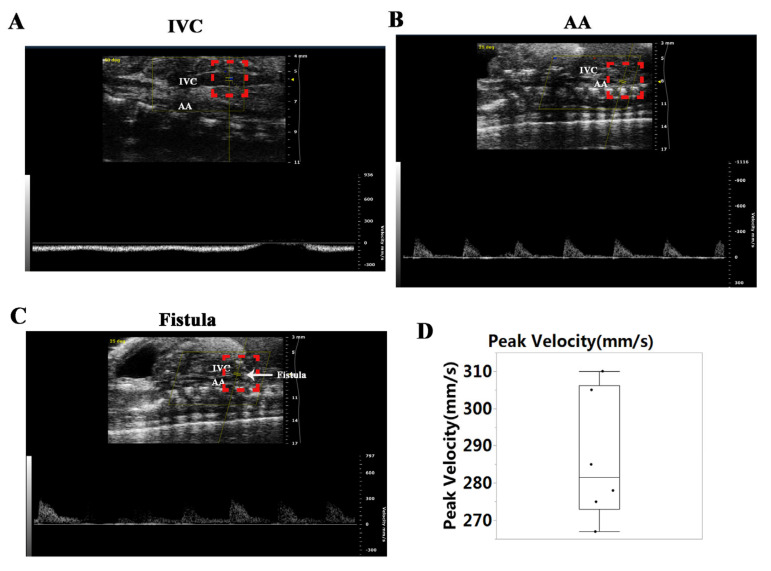
Establishment of the abdominal aorta (AA) and inferior vena cava (IVC) fistula (AVF). (**A**) IVC manifested no pulsatile blood flow. (**B**) There was pulsatile blood flow in the AA, with a peak blood flow velocity of 200 mm/s. (**C**) Representative image of the pulsating blood flow at the fistula, with a peak blood flow velocity of 300 mm/s. (**D**) Quantification of peak velocity at the fistula.

**Figure 2:**
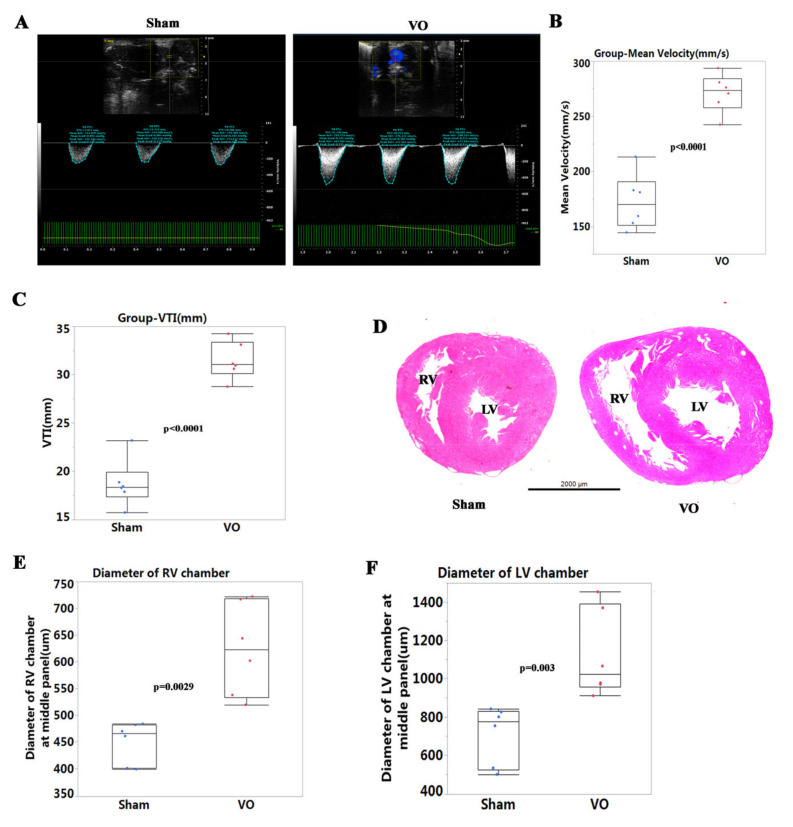
Verification of volume overload (VO) in the AVF group. (**A**) Representative echocardiogram of pulmonary artery (PA) velocity time integral (VTI) and velocity in the sham and VO groups. (**B**) Quantification of PA mean velocity in the sham and VO groups, *n* = 6. (**C**) Quantification of PA VTI in the sham and VO groups, *n* = 6. (**D**) Representative hematoxylin and eosin staining of hearts from the sham and VO groups. (**E**) Quantification of the diameter of the right ventricle (RV) chamber. (**F**) Quantification of the diameter of the left ventricle (LV) chamber.

**Figure 3:**
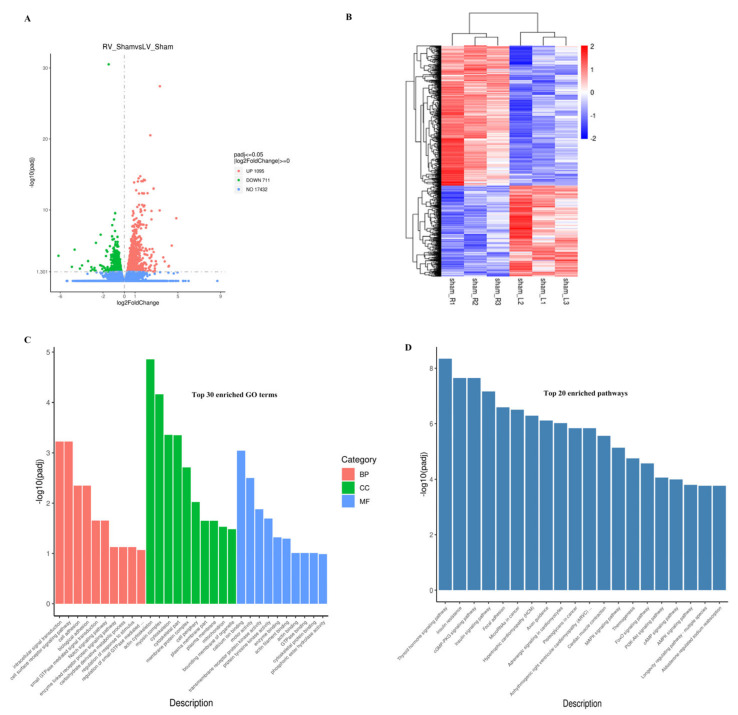
Molecular differences between neonatal right ventricle (RV) and left ventricle (LV). (**A**) Volcano map of the differentially expressed genes (DEGs) between neonatal LV and RV. There were 711 upregulated and 1095 downregulated genes in the normal LV compared to the normal RV. (**B**) Cluster analysis of the DEGs between neonatal LV and RV. The clusters of genes in each group were different from each other but were similar within the same group. (**C**) Histogram of the GO analysis. Based on the results of the GO enrichment analysis, we displayed the 10 most significant terms. The abscissa is the GO term, and the ordinate is the significance level for GO term enrichment. The higher the value, the more significant the results. The different colors represent three different GO subclasses: biological process (BP), cellular component (CC), and molecular function (MF). (**D**) Histogram of the 20 most significant KEGG pathways. The 20 most significant Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways from the KEGG enrichment results are shown. The abscissa is the KEGG pathway and the ordinate is the significance level of pathway enrichment; the higher the value, the greater the significance.

**Figure 4:**
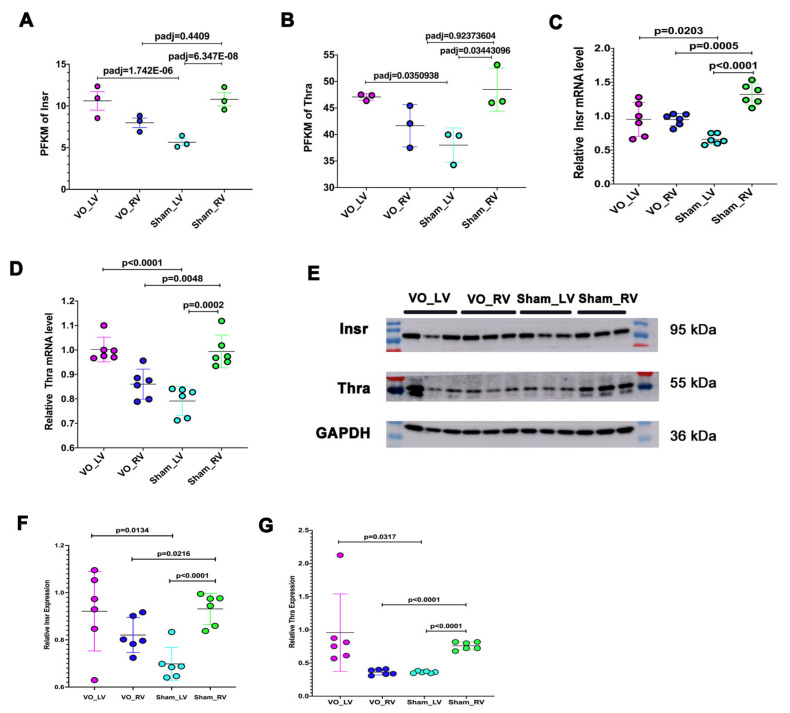
Expression of thyroid and insulin receptors in the left ventricle (LV) and right ventricle (RV). (**A**) FPKM of insulin receptor (Insr). (**B**) FPKM of thyroid receptor alpha (Thra). (**C**) The mRNA level of Insr. (**D**) The mRNA level of Thra. (**E**) Representative Insr and Thra blots. (**F**) Quantification of Insr blots. (**G**) Quantification of Thra blots. It is noted that Insr and Thra were significantly lower in the LV than in the RV, and when subjected to VO, Insr and Thra were upregulated in LV but downregulated in the RV.

**Figure 5:**
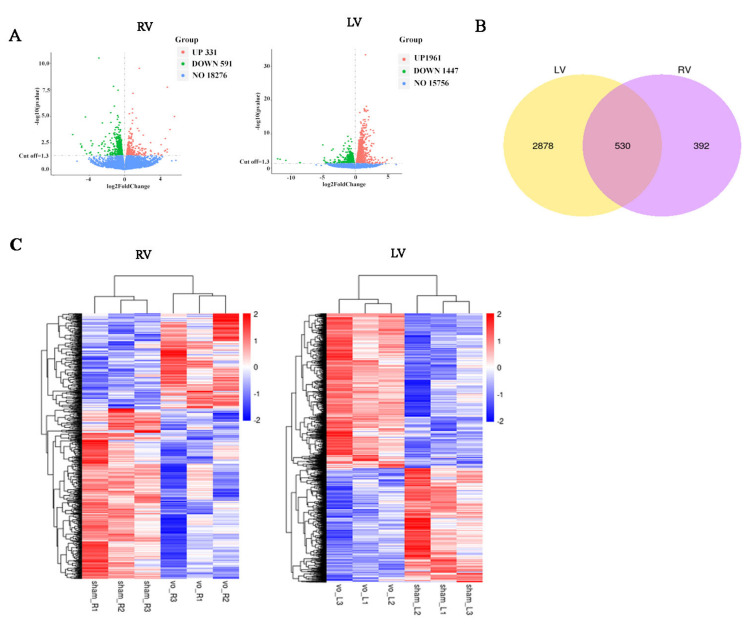
Left ventricle (LV) was more sensitive to VO than the right ventricle (RV). (**A**) Volcano map of the differentially expressed genes (DEGs) between VO and sham groups. There were 926 DEGs in the RV comparison and 3408 DEGs in the LV comparison. (**B**) Venn map of the LV comparison and RV comparison. The LV comparison shared common 530 DEGs with the RV comparison, 2878 DEGs were expressed only in the LV comparison, and 392 DEGs were only expressed in the RV comparison. (**C**) Cluster analysis of the DEGs between VO and sham groups. The clusters of genes in each group were quite different from each other but were similar within the same group.

**Figure 6:**
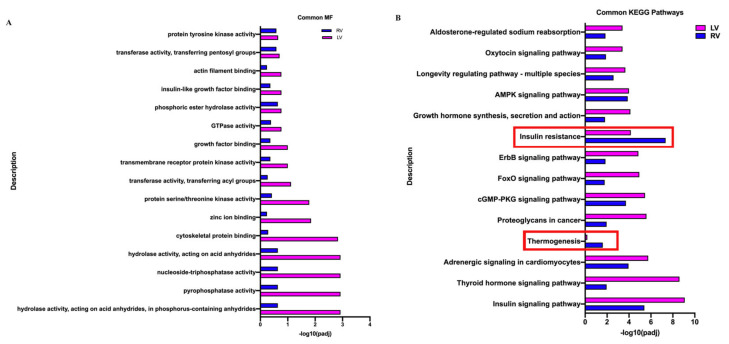
Common responses to volume overload (VO) between the neonatal left ventricle (LV) and right ventricle (RV). (**A**) Molecular function (MF) terms of GO analysis shared by LV and RV. (**B**) KEGG signaling pathways terms shared by LV and RV. The scores in terms of insulin resistance and thermogenesis(highlighted in red box) in the LV comparison were lower than in the RV comparison.

**Figure 7:**
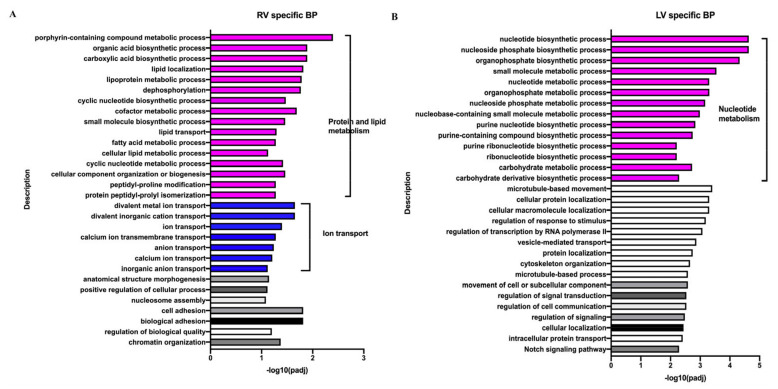
Different responses to volume overload (VO) between the neonatal left ventricle (LV) and right ventricle (RV). (**A**) Top 30 RV-unique biological process (BP) terms from GO analysis of differentially expressed genes (DEGs) between sham and VO groups. (**B**) Top 30 LV-unique biological process (BP) terms from GO analysis of DEGs between sham and VO groups.

**Figure 8:**
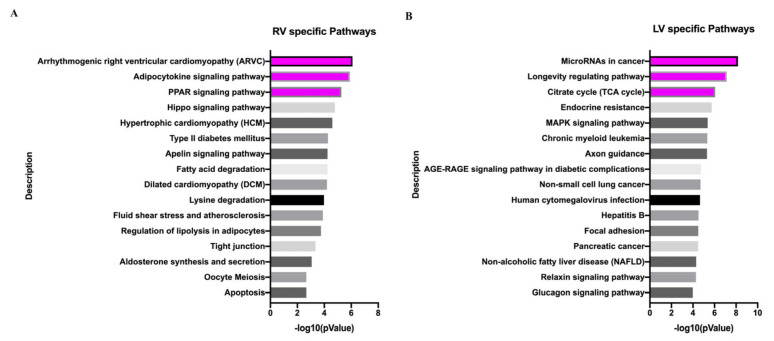
Different KEGG pathways between the neonatal left ventricle (LV) and right ventricle (RV) in response to volume overload (VO). (**A**) Top 16 RV-unique terms of KEGG pathway analysis of differentially expressed genes (DEGs) between sham and VO groups. (**B**) Top 16 LV-unique terms of KEGG pathway analysis of DEGs between sham and VO groups.

**Figure 9:**
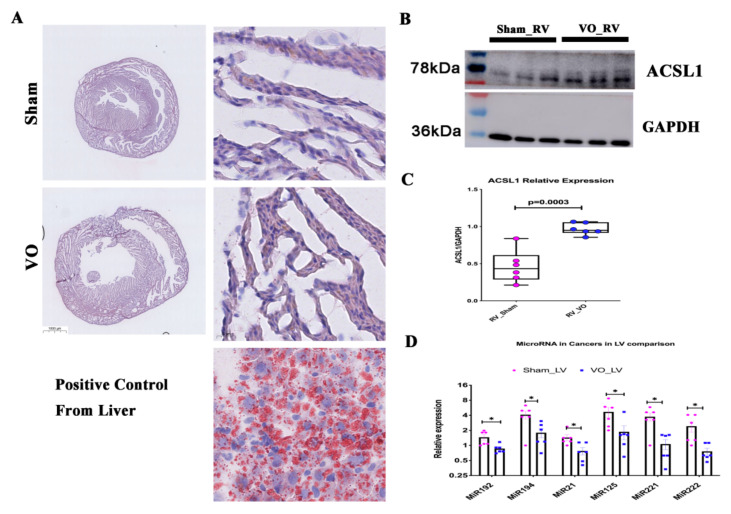
Verification of unique responses in the right ventricle (RV) or left ventricle (LV). (**A**) Representative image of Oil red staining. In the control, adipocytes were stained with oil red. (**B**) Representative ACSL1 blots. (**C**) Quantification of ACSL1 blots. (**D**) Relative expression of cancer-associated microRNAs. * *p* < 0.05.

## Data Availability

The RNA-seq data were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo (accessed on 5 December 2022)) with accession number GSE186247.

## Supplementary Materials

The following supporting information can be downloaded at: Supplementary Figure S1: Scatter plots of GO and KEGG pathway analyses (https://doi.org/10.5281/zenodo.7274420); Supplementary Figure S2: Biological process (BP) and cellular component (CC) terms of GO analysis shared by the LV and RV under the condition of VO (https://doi.org/10.5281/zenodo.7274437); Supplementary Figure S3: Biological process (BP) and cellular component (CC) terms of GO analysis shared by the LV and RV under the condition of VO (https://doi.org/10.5281/zenodo.7274444); Supplementary Figure S4: Immune response-associated GO and KEGG terms enriched by volume overload (VO) (https://doi.org/10.5281/zenodo.7274448); Supplementary Figure S5 Different anatomy of the RV and LV (https://doi.org/10.5281/zenodo.7274452); Supplementary Table S1: Primers (https://doi.org/10.5281/zenodo.7278606); Supplementary Table S2: Reagents (https://doi.org/10.5281/zenodo.7278629).

# Supplementary material for: Ability of the Right Ventricle to Serve as a Systemic Ventricle in Response to the Volume Overload at the Neonatal Stage
**Source:** Biology (Basel). 2022 Dec 15;11(12):1831. doi: 10.3390/biology11121831
**Supplement:** Supplementary file 1

Supplemental Table S1 Primer information

| Gene    |         | Sequence (5'→3')          |
|---------|---------|---------------------------|
| MiR-194 | Forward | GTCATCACGTGTAACAGCAACT    |
|         | Reverse | AGGCCATCAAAAGTAACAGCA     |
| MiR-192 | Forward | GTCAAGATGGAGTGCACAGGG     |
|         | Reverse | GCATTGAGGCGAACATACCT      |
| MiR-215 | Forward | GTGTACAGGACAATGACCTATGATT |
|         | Reverse | ATTGGCCTACAGAATGACAGAC    |
| MiR-221 | Forward | GGGCATGAACCTGGCATACA      |
|         | Reverse | TAGCCTGAAACCCAGCAGAC      |
| MiR-222 | Forward | GTGCCCTCAGTGGCTCAGTA      |
|         | Reverse | GATGCCATCAGAGACCCAGTAG    |
| MiR-21  | Forward | CCACCTTGTCGGGTAGCTTA      |
|         | Reverse | ACCAAAATGTCAGACAGCCCA     |
| Thra    | Forward | GGTCACCAGATGGAAAGCGAA     |
|         | Reverse | CCTTGTCCCCACACACGAC       |
| Insr    | Forward | ATGGGCTTCGGGAGAGGAT       |
|         | Reverse | CTTCGGGTCTGGTCTTGAACA     |

# Supplementary material for: Ability of the Right Ventricle to Serve as a Systemic Ventricle in Response to the Volume Overload at the Neonatal Stage
**Source:** Biology (Basel). 2022 Dec 15;11(12):1831. doi: 10.3390/biology11121831
**Supplement:** Supplementary file 1

Supplemental Table S1 Reagents and antibodies

| Name                                     | Company                                         | Catalog No. |
|------------------------------------------|-------------------------------------------------|-------------|
| Triton X-100                             | Sigma-Aldrich                                   | T9284       |
| Hematoxylin and eosin Kit                | Beyotime biotech                                | C0105M      |
| DNase                                    | Worthington, Lakewood,<br>NJ, USA               | 9003-98-9   |
| Type II collagenase                      | Worthington                                     | 9001-12-1   |
| Dispase                                  | Gibco                                           | 17105041    |
| RNase                                    | Worthington, Lakewood,<br>NJ, USA               | 9001-99-4   |
| paraformaldehyde(PFA)                    | Sigma-Aldrich                                   | 158127      |
| 4',6-diamidino-2-phenylindole(DAPI)      | ThermoFisher Scientific                         | D3571       |
| Anti-ACSL1 antibody                      | Abcam                                           | ab177958    |
| PureLink RNA Micro Scale Kit             | Life Technologies,<br>Carlsbad, California, USA | 12183016    |
| PrimeScript™ reagent kit                 | Takara Bio, Kusatsu, Japan                      | RR037A      |
| SYBR Green Power Premix Kits             | Applied Biosystems, Foster<br>City, California  | 4368577     |
| NEB Next® Ultra™ RNA Library<br>Prep Kit | NEB, USA                                        | E7760       |
| Oil Red Stain Kit                        | abcam                                           | ab150678    |
| Anti-Thyroid Hormone Receptor<br>alpha   | abcam                                           | ab53729     |
| Anti-Insulin Receptor beta               | abcam                                           | ab278100    |
| TruSeq PE Cluster Kit                    | Illumina                                        | v3-cBot-HS  |

How the deposited data were processed for this re-analysis (not part of the article)

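Free walls of the LV and RV of Sprague–Dawley rats were sequenced at P7 after fistula surgery (VO) or a sham operation at P1, with 3 libraries each of sham LV, sham RV, VO LV and VO RV. The authors removed reads with adapters, poly-N or low quality, aligned the rest with Hisat2 and counted reads per gene with featureCounts, and the deposited FPKM of each library were made from these counts by the authors. The paper's text does not name the genome build, the annotation release or the strand setting; genes carry Ensembl identifiers, and symbols, positions, lengths and descriptions were taken from the deposited table. The raw reads and counts were not used here.

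The table lists 32545 genes in 12 libraries, and no column of values was left unmapped. Multiplied by gene length and divided by the smallest step of each library, 100% of the values under 200 reads were whole within a tolerance of 0.02 in every library, so the reads on each gene could be recovered. They sum to between 14121713 and 16871371 reads per library, and between 17128 and 17807 genes were above 0. The total that the FPKM imply was 0.889 to 1.03 times the sum of these reads, so the deposited values carry a scaling that the paper's text does not describe.

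FPKM were divided by a median-ratio size factor, 0.5 was added, and log2 was taken. Genes with a mean FPKM of at least 0.5 over the 12 libraries (13910 genes) were tested in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with trend) in 1 model of the 4 groups. The comparisons were sham LV against sham RV, VO against sham in each ventricle, VO LV against VO RV, and the difference between the LV and RV responses to VO. P values were adjusted by the Benjamini-Hochberg method over the tested genes, and a DEG needed an adjusted p under 0.05 and a fold change over 1.3. Single genes were also compared by an exact two-sided permutation test of the FPKM as deposited, which cannot go below 0.10 with 3 libraries against 3. DESeq2, the authors' tool, was not run.

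The genes named are those the paper names (Insr, Thra, Acsl1 and its microRNA genes), the 3 largest rises and 3 largest falls of each comparison among DEGs with a mean FPKM of at least 1 and no overlap between the groups, and up to 5 DEGs with the smallest adjusted p of a list. Some genes that this rule selects are not reported here. SNORA61 and the sex-linked genes were named after their values were seen. Gene lists were written by hand before the data were examined, except that kinases and calcium-related genes were picked by words in the gene descriptions. Each of the 20 lists was tested in 3 comparisons with a one-sided Fisher's exact test against all tested genes, adjusted over 60 tests. They were also tested with camera (preset correlation 0.01), with fry, and against 10000 random lists matched on expression and gene length, whose smallest possible p is 1e-04.

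The procedure was tested on simulated data of 13910 genes in which 200 genes were changed in VO LV only. It called 169 of them (84.5%), among them 100 of the 104 genes changed 4-fold, and 11 unchanged genes. It called 0 genes in VO RV and 0 between the sham groups, where none was changed. These rates hold for the simulated changes, of which 104 were 4-fold. In the deposited data the log2 fold changes under VO had an SD of 0.397 in the LV and 0.306 in the RV. The simulation therefore does not give the power for smaller changes or the rate of false calls in the deposited libraries.

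Lists of marker genes for other tissues and cell types were written with the gene lists, and after the levels of Sln had been seen they were compared between VO RV replicate 2 or sham RV replicate 1 and the other 4 RV libraries. The median log2 ratios for the former and the latter were 2.95 and 1.54 for atrial cardiomyocytes, −0.88 and −0.07 for red blood cells, 0 and −0.07 for thymus, 0 and 0 for fat, −0.01 and −0.16 for skeletal muscle, and 0 and 0 for liver. They were 0.57 and 0.08 for macrophages, 0.87 and 0.36 for fibroblasts, −0.03 and −0.05 for endothelial cells, −0.56 and −0.27 for cardiomyocytes and −1.79 and 1.72 for Y-linked genes. Xist itself is not among the gene names, and a 68-base conserved motif of its intron (XIST_intron) was read in its place.

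The alternatives set before the data were examined were FPKM without rescaling, quantile normalization, pseudocounts of 1 and 0.1, all genes above 0, a mean FPKM of at least 1, a separate fit of each 6 libraries, the replicate number as a block, robust eBayes, array weights, other thresholds, other list tests, and each library left out in turn. Added after the data were seen were covariates for the mean of the Y-linked genes and of the atrial markers Myl7, Sln, Bmp10 and Myl4, the removal of each library's gene-length trend (lowess, span 0.3), protein-coding genes only, and voom on the recovered reads with and without quality weights. The western blots, microRNA measurements, ultrasound and histology of the paper were not analysed here.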

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

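The tests with covariates for Y-linked and atrial genes and with the gene-length trend removed, and those of the atrial list, of Hand1, of depth and of Y-linked status within the RV libraries, were chosen only after the results they address had been seen.

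The response to VO differed between the LV and RV for 583 genes, 481 of them with the higher response in the LV. Of 100 splits of the libraries, the real one included, 1 gave as many genes. Gene length bias as the whole cause is opposed by the 393 genes left once each library's length trend was removed, and atrial tissue in RV libraries by the 1247 genes found with the atrial marker mean as a covariate. Depth as the whole cause is opposed by the reads on genes, whose log2 change under VO differed between the ventricles by 0.0503, less than its standard error of 0.0875. With the Y-linked mean as a covariate, 202 genes were left, so the sex of the animals may account for part of the difference and cannot be told apart from VO for the others, since no VO LV library carried Y-linked transcripts while 2 of 3 sham LV libraries did. The count was 0 without sham LV replicate 1, without sham LV replicate 2, without sham RV replicate 1, without VO LV replicate 2 and without VO LV replicate 3, 4 without sham RV replicate 2, 240 without VO LV replicate 1 and 111 without VO RV replicate 3. It rose to 1003 without VO RV replicate 1 and 909 without VO RV replicate 2. A ventricle-specific response to VO is the explanation the design offers and stays open.

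Insr was among these genes, with a difference between the responses of 1.26 on the log2 scale (adjusted p = 0.0249 from limma), made of a rise in the LV and a fall in the RV. The estimate lay between 1.15 and 1.40 with each library left out, while its adjusted p reached 0.0826 without VO LV replicate 3. With the gene-length trend removed it was 1.09, and with the Y-linked mean as a covariate 1.23 (adjusted p = 0.0437). No explanation specific to this gene was tested.

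Acsl1, the gene of the lipid enzyme that the paper measured as protein, had a difference between the responses of 0.94 on the log2 scale (standard error 0.19, adjusted p = 0.0317 from limma). Its log2 fold change was 0.44 in the LV (adjusted p = 0.0976) and −0.50 in the RV (adjusted p = 0.535), and in neither ventricle did the groups overlap (exact permutation p = 0.10). The adjusted p of the difference reached 0.0929 without VO LV replicate 3, and it was 0.0531 with the Y-linked mean as a covariate. No explanation specific to this gene was tested.

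Sln, a transcript of atrial muscle that the paper does not discuss, reached 388 FPKM in VO RV replicate 2 and 97.7 FPKM in sham RV replicate 1, and at most 0.678 FPKM in the other 10 libraries. Of 8 atrial markers, 7 were higher in VO RV replicate 2 than in each of the other 4 RV libraries, with Myl7 at 463 FPKM, Myl4 at 599 FPKM and Nppa at 3037 FPKM. Myl7, Myl4 and Nppa are expressed in all 12 libraries, with Myl7 at 21.4 FPKM or more, so that Sln and Bmp10 are the more specific ones. Skeletal muscle, which also expresses Sln, is opposed by the median log2 ratio of its markers of −0.00558. A mislabelled sample is opposed by Myl2, a ventricular gene, whose log2 ratio of −0.74 leaves it at 533 FPKM, above the 375 FPKM of sham LV replicate 2. These values are consistent with some atrial tissue in the dissected wall of these 2 libraries, although 8 of 8 fibroblast markers were raised in VO RV replicate 2 as well. Remodelling of the RV under VO was not excluded, but sham RV replicate 1 had no VO.

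Y-linked transcripts (Eif2s3y, Ddx3y, Kdm5d and Uty) were present in 5 libraries, with a sum of at least 56.0 FPKM, and summed to at most 0.0343 FPKM in the other 7. They were found in 2 of 3 sham LV, 2 of 3 sham RV, 0 of 3 VO LV and 1 of 3 VO RV libraries. XIST_intron showed the reverse, with at most 0.895 FPKM in the 5 libraries and at least 582 FPKM in the 7, which points to animals of both sexes, and the paper's text does not mention sex. With the Y-linked mean as a covariate, 478 genes were DEGs between sham LV and sham RV, 0 between VO LV and sham LV (1299 at the unadjusted p) and 202 for the difference of the responses. The sham comparison is balanced for sex and sex is therefore not its whole cause. For the 13 DEGs between VO LV and sham LV, sex would need a difference of 1.5 times their log2 fold change between libraries without and with Y-linked transcripts. Within the RV groups this difference had a median of 0.0743 times that fold change, and from −0.215 (without VO RV replicate 3) to 0.292 (without sham RV replicate 3) with 1 RV library left out, which argues against a sex effect common to both ventricles as the whole cause. An effect of sex confined to the LV and VO cannot be told apart, because no VO LV library carried Y-linked transcripts.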

How the results depend on the processing

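The covariates, the length correction, the protein-coding filter and the fits with voom were chosen only after the results had been seen, and the other alternatives before the data were examined. The cause of a change was not tested unless one is named.

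No fold change of a gene and no correlation recomputed under the alternatives changed direction, but the balance of rises and falls at the unadjusted p did: in the RV, 257 rises and 426 falls became 214 and 189 without VO RV replicate 3 and 248 and 228 without sham RV replicate 1. Between VO LV and VO RV, 535 rises and 495 falls became 322 and 451 without VO LV replicate 3, for example. FPKM without rescaling, quantile normalization, a pseudocount of 1 and robust eBayes kept each count of DEGs within 1.5 times its main value. Results for single genes and lists beside those described here gave 2493 values under the alternatives, of which 730 became weaker, 74 stronger and 1689 kept their side of the threshold.

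The 536 DEGs between sham LV and sham RV became 8 with all genes above 0 tested, 21603 in number, 314 in a separate fit of the 6 libraries, 1321 with array weights, 1418 by voom with quality weights and 2478 at the unadjusted p. They numbered from 0 (without sham RV replicate 1) to 870 (without VO RV replicate 3) across the 12 fits that each left out 1 library.

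The 13 DEGs between VO LV and sham LV became 56 with a pseudocount of 0.1, 5 with all genes above 0, 183 with a mean FPKM of at least 1, 119 in a separate fit, 704 with array weights and 2186 at the unadjusted p. They became 0 with the Y-linked mean as a covariate, 5 with the gene-length trend removed, 323 with the atrial marker mean as a covariate, 262 for protein-coding genes, 341 by voom and 686 by voom with quality weights. Leaving out 1 library gave from 0 (without sham LV replicate 1, for example) to 554 (without VO RV replicate 3).

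Between VO RV and sham RV, the 0 DEGs became 1 with all genes above 0 and 683 at the unadjusted p, with 0 to 1 when 1 library was left out (1 without sham LV replicate 3, for example). The shared DEGs stayed at 0 except for 347 at the unadjusted p, and 0 to 1 with 1 library left out (1 without sham LV replicate 3). The ratio of LV to RV DEGs could not be computed, as the RV count was 0; at the unadjusted p it was 3.20, from 1.84 (without VO RV replicate 1) to 5.53 (without VO RV replicate 3) with 1 library left out, and 1.46 with the Y-linked covariate.

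The 583 genes of the difference of the responses became 21 with all genes above 0, 1045 with array weights, 202 with the Y-linked mean and 1247 with the atrial marker mean as a covariate, 1214 by voom with quality weights and 3208 at the unadjusted p, and ranged from 0 (without sham LV replicate 1, for example) to 1003 (without VO RV replicate 1). Between VO LV and VO RV, the 1 DEG became 2 with the atrial covariate, 6 by voom with quality weights, 1030 at the unadjusted p, and 1 to 48 with 1 library left out (48, and 1594 at the unadjusted p, without VO RV replicate 1).

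Replicate numbers gave little sign of pairing: of 18 pairs with the same number, 2 had deviations from the group means correlated above 0.1. Pairs of a sham and a VO library cannot be from 1 animal. Between sham LV and sham RV these correlations were 0.0446, 0.0377 and 0.123, and Y-linked status matched for each number. Pairing of the sham ventricles is therefore not excluded, whereas VO LV and VO RV replicate 3 differed in Y-linked status. A block by number also joins sham and VO libraries, so it is not a paired test of LV against RV. With the replicate number as a block (replicate block), the DEGs were 3 between the sham groups, 3 in the LV, 0 in the RV (632 at the unadjusted p), 1 for the difference and 2 between VO LV and VO RV. In that block fit, the log2 fold change of Insr between the sham groups (−0.88) and its difference of the responses (1.26) had adjusted p of 0.0741 and 0.0637, and 0 lists passed in the sham comparison.

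For Insr, testing all genes above 0 moved the sham fold change (−0.88) and the difference (1.26) above the threshold, with adjusted p of 0.0615 and 0.0540. Its LV response came under it with a pseudocount of 0.1 (0.89), a mean FPKM of at least 1 (0.85), array weights (0.75), the atrial covariate (0.83), protein-coding genes (0.85), voom (0.90) and voom with quality weights (0.77), with adjusted p from 0.0167 to 0.0498. Thra between the sham groups came under it with array weights (−0.29) and voom with quality weights (−0.28), and its difference with array weights (0.47), the atrial covariate (0.54), protein-coding genes (0.53), voom (0.53) and voom with quality weights (0.47). With 1 library left out, the log2 fold changes of Insr ranged from −0.97 to −0.79 (sham), 0.73 to 0.99 (LV), −0.49 to −0.32 (RV) and 1.15 to 1.40 (difference), and those of Thra from −0.39 to −0.27, 0.24 to 0.35, −0.28 to −0.14 and 0.45 to 0.59. The adjusted p crossed 0.05 in 5, 3, 0 and 6 of these 12 fits for Insr and in 1, 0, 0 and 1 for Thra.

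The 4 lists past the threshold in the sham comparison became 8 with quantile normalization, 0 with all genes above 0, 7 with a mean FPKM of at least 1, 2 in a separate fit, 9 with array weights, 2 with the Y-linked covariate, 7 for protein-coding genes, 8 by voom, 10 by voom with quality weights, 10 at the unadjusted p, 13 by camera, 18 by fry without direction, and 1 against matched lists and 1 without genes of other lists. The 0 lists in the LV became 5 with a pseudocount of 0.1, 8 with a mean FPKM of at least 1, 4 in a separate fit, 9 with array weights, 8 with the atrial covariate, 7 for protein-coding genes, 10 by either voom fit, 8 at the unadjusted p, 14 by camera and 18 by fry without direction, and the 0 lists in the RV became 4 at the unadjusted p, 15 by camera and 5 by fry without direction. With 1 library left out, the sham comparison had 0 (without sham LV replicate 1, for example) to 9 lists (without sham LV replicate 3), the LV 0 to 11 (without VO RV replicate 3) and the RV 0.

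The correlation of baseline and response moved from −0.375 to −0.742 in the LV and from 0.231 to 0.604 in the RV with the same sham libraries on both sides, where simulated data without any effect gave −0.501 and 0.495, and to −0.493 and 0.345 for genes with a mean FPKM of at least 5.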

Differences from the paper's values

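No cause is given for the differences below; DEGs here come from limma on FPKM and those of the paper from DESeq2. The fits with voom and protein-coding genes were chosen only after the values had been seen. Values from figures were read by eye.

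Between sham LV and sham RV there were 536 DEGs against the paper's 1806, 327 lower in the LV against the paper's 1095, and 209 higher against the paper's 711. Of the alternatives set before the data were examined, array weights (1321, 776 and 545) came within 1.5 times of all 3, the unadjusted p with a fold change over 1.3 (2478 and 1339) of the total and the lower genes but not of the higher genes (1139), and no other did when 1 choice was changed at a time. For the higher genes, the unadjusted p combined with a second change came within 1.5 times with a pseudocount of 1, a mean FPKM of at least 1, the replicate block, the length, atrial and protein-coding settings chosen after seeing the values, and without sham LV replicate 2 (769), sham RV replicate 1 (830) or sham RV replicate 2 (938). Voom with quality weights, chosen after seeing the values, gave 1418, 823 and 595.

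Between VO RV and sham RV there were 0 DEGs against the paper's 922 in its text and 926 in its legend; the unadjusted p gave 683, and no other single alternative set before the data were examined closed the gap. Between VO LV and sham LV there were 13 DEGs against the paper's 3408, and none of the alternatives set before the data were examined closed the gap when 1 choice was changed at a time (2186 at the unadjusted p). The unadjusted p combined with a second change did so without sham LV replicate 3 (2698), without VO LV replicate 2 (2318), with all genes above 0 (2314), with a pseudocount of 0.1 (2276) and by voom (2380), chosen after seeing the values. In the overlap, 0 shared DEGs stand against the paper's 530 and 13 found only in the LV against the paper's 2878, where no single alternative closed the gap (347 and 1839 at the unadjusted p). Combined with the unadjusted p, the shared genes came within 1.5 times without VO RV replicate 2 (518), VO RV replicate 1 (511) or sham RV replicate 3 (480), with array weights (397), with a pseudocount of 0.1 (359) and in the atrial (487) and both voom fits (379 and 481), chosen after seeing the values. Those found only in the LV did so without sham LV replicate 3 (2347), VO RV replicate 3 (2113), VO LV replicate 2 (2006) or sham RV replicate 1 (2005), with all genes above 0 (1992), in the separate fit (1969) and by voom (2001), chosen after seeing the values. The 0 DEGs found only in the RV stand against the paper's 392, with 336 at the unadjusted p closing the gap.

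By direction, 10 genes rose in the LV against the paper's about 2000 in Fig. 5A, read by eye, and 3 fell against the paper's about 1400 in Fig. 5A, where no single alternative closed the gap. The unadjusted p combined with a second change closed both without sham LV replicate 3 (1516 and 1182), with a pseudocount of 0.1 (1336 and 940) and by voom (1388 and 992), chosen after seeing the values, the rises also in the separate fit (1353), and the falls also with all genes above 0 (991) and without sham LV replicate 1 (940), VO LV replicate 2 (993) or VO RV replicate 2 (939). In the RV, 0 rose against the paper's about 330 in Fig. 5A and 0 fell against the paper's about 590 in Fig. 5A, with 257 and 426 at the unadjusted p, the one single alternative set before the data were examined that closed the gap.

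The adjusted p of Insr, as −log10, was 1.5 between the sham groups against the paper's about 7.2 in Fig. 4, and 1.29 in the LV under VO against the paper's about 5.8 in Fig. 4; no alternative closed either gap. Insr in the LV passed an adjusted p of 0.05 with a pseudocount of 0.1, a mean FPKM of at least 1 and array weights (0.0253), with 1 of 3 libraries left out (the lowest adjusted p being 0.0198), and in the atrial, protein-coding and voom fits (0.0167 with quality weights), chosen after seeing the values.

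The adjusted p of Thra was 0.0641 between the sham groups against the paper's about 0.034 in Fig. 4; array weights (0.0447) and leaving out VO RV replicate 3 (0.0461) closed this gap, the other alternatives set before the data were examined did not, and voom with quality weights (0.0448), chosen after seeing the values, did. In the LV it was 0.101 against the paper's about 0.035 in Fig. 4, and no setting run brought it under 0.05, the lowest being 0.0584 with array weights. In the RV it was 0.588 against the paper's about 0.92 in Fig. 4; all genes above 0 (0.709), the separate fit (0.743), the replicate block (0.683) and leaving out sham LV replicate 1, sham RV replicate 1 or 2, any VO LV library or VO RV replicate 3 closed this gap, and the others did not, while the removal of the gene-length trend (0.628), chosen after seeing the values, did.

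The paper states that receptor levels fell in the RV under VO; here both transcripts were lower in the RV (−0.41 for Insr and −0.21 for Thra), without passing the threshold in any setting run. The paper states, from clustering of DEGs, that individuals of a group resembled each other and differed from the other group; here, over all tested genes, the nearest library was of the same group for 4 of 12 libraries.

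The paper places thyroid hormone and insulin signaling among the top pathways between the sham groups, where the hand-written lists had adjusted p of 0.322 and 0.0615. The thyroid hormone list passed with array weights, at the unadjusted p (adjusted p = 0.0140), by camera and by fry, and by voom with quality weights, chosen after seeing the values. The insulin list passed in the same settings and with quantile normalization, a mean FPKM of at least 1, no fold change threshold and 4 of the 12 fits that left out 1 library, and in the voom and protein-coding fits chosen after seeing the values. Under VO, the paper finds both pathways in both ventricles, where no list passed here. In the LV the thyroid hormone list passed with array weights, without VO RV replicate 3, at the unadjusted p, by camera, by fry and by both voom fits chosen after seeing the values, and the insulin list passed in these and with a pseudocount of 0.1, a mean FPKM of at least 1, the separate fit, without sham LV replicate 3, without VO RV replicate 1 and in the atrial and protein-coding fits chosen after seeing the values. In the RV both passed by camera alone, as falls.

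The paper finds ARVC, adipocytokine and PPAR signaling in the RV and microRNAs in cancer, longevity regulation and the citrate cycle in the LV. Here camera placed all of these but the microRNA targets past an adjusted p of 0.05, the first 3 as falls; ARVC and PPAR also passed at the unadjusted p (0.0109 and 0.0113), PPAR (0.00547), the microRNA targets (0.00628), longevity (0.00467) and the citrate cycle (0.0130) by fry without direction, and longevity by fry with direction (0.0233). The paper reports an immune response in both ventricles; camera gave a fall in the LV and a rise in the RV, and fry without direction passed in the LV (0.0367). The paper reports no enrichment for fibrosis or angiogenesis under VO, where camera gave a rise of both lists in the RV and a fall of the angiogenesis list in the LV, none of which held under fry with direction, though angiogenesis passed in the LV by fry without direction (0.00908).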

Other observations

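The test of the cGMP-PKG list against matched lists, the covariates, the length correction, the test of depth, the test of Y-linked status within the RV libraries and the test of Hand1 in VO RV replicate 3 were chosen only after the results had been seen. For the opposite responses, the bar of the lowest 5% of splits was set after the values had been seen.

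Splitting the 6 libraries of a comparison in the 10 possible ways, the real split alone gave as many DEGs between sham LV and sham RV (1 of 10 splits) and between VO LV and sham LV (1 of 10), and 2 of 10 splits gave as many between VO LV and VO RV. Between VO RV and sham RV the count was 0 (683 at the unadjusted p), so that all splits give as many (10 of 10) and nothing is tested there. As many lists passed in 1 of 10 splits of the sham libraries, adjusted over the 20 lists of that comparison. With 10 splits the share cannot be under 0.1, so the counts of the other comparisons cannot exclude a chance arrangement.

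Between sham LV and sham RV, 478 genes were DEGs with the Y-linked mean as a covariate, 469 with the gene-length trend removed and 419 with the atrial marker mean as a covariate, which argues against each of these as the whole cause. Depth is opposed as well, since the log2 reads on genes of the sham groups differed by 0.00699 (standard error 0.0666). A difference between the ventricles stays open, as does any difference in dissection that the marker lists do not cover. The count was 0 without sham RV replicate 1, 1 without sham LV replicate 2, 3 without sham LV replicate 1 and 4 without sham RV replicate 2.

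For VO LV against sham LV, 0 DEGs were left with the Y-linked mean as a covariate (1299 genes at the unadjusted p) and 5 with the gene-length trend removed, of the 13. A sex effect common to both ventricles is opposed as the whole cause by the RV libraries, where the difference by Y-linked status had a median of 0.0743 times the fold change of the 13 genes under VO, against the 1.5 it would need. A sex effect confined to the LV, gene length and VO cannot be told apart for these genes, because a count this small changes with most settings.

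The log2 fold changes under VO ran in opposite directions in the ventricles, with r = −0.34 across genes. Of 100 splits of the libraries 1 gave as negative a correlation, the next being −0.331 and the median −0.0233. With the Y-linked mean as a covariate r was −0.274 and with the gene-length trend removed −0.324, which argues against sex and gene length as the whole cause. Without VO RV replicate 3, r was −0.102, and without sham RV replicate 1 it was −0.242. Neither was lower than the lowest 5% of the other splits (−0.268), so a single deviating library cannot be told apart from a response shared by the RV libraries.

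VO RV replicate 3 lay nearest to sham LV replicate 1. Exchanged labels would place Hand1 at the level of the LV, which was 2.10 FPKM or more in every LV library, but it was 0.345 FPKM in VO RV replicate 3, which argues against a mislabelled ventricle. Hand1 was the 1 DEG between VO LV and VO RV (log2 fold change 2.64, standard error 0.18, adjusted p = 0.000171 from limma), at 4.67 ± 0.553 FPKM (SD, n = 3) against 0.326 ± 0.0163 FPKM.

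Fold changes followed gene length, with Spearman's rho across genes of −0.232 between the sham groups, 0.189 for VO in the LV, −0.177 for VO in the RV and 0.211 for the difference of the responses. Within 1 group, the correlation of the libraries' deviations with gene length ranged over 0.421, which is consistent with library preparation or RNA integrity that differed from library to library. Against random lists matched on expression and length, the adjusted p was 0.577 for thyroid hormone, 0.186 for insulin signaling and 0.0640 for insulin resistance. The first 2 had not passed Fisher's exact test before matching (adjusted p = 0.322 and 0.0615), so matching cannot decide whether gene length contributed to them. Insulin resistance had passed before matching (adjusted p = 0.0109), so gene length may contribute there and cannot be told apart from regulation of the pathway. The cGMP-PKG list stood out from the matched lists (adjusted p = 0.00600). The camera and fry tests were run without removing the length trend, so gene length may contribute to the shifts of the thyroid hormone and insulin lists.

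The remaining lists gave no adjusted p under 0.05 with Fisher's exact test of their DEGs. Between the sham groups, calcium handling held 6 DEGs of 46 genes (adjusted p = 0.0690), hypertrophy markers 3 of 15 (0.122), and the cell cycle 0 of 39 (2 at the unadjusted p). Under VO none of these lists held a DEG in either ventricle (10, 9 and 4 in the LV and 6, 2 and 2 in the RV at the unadjusted p). Of these lists, hypertrophy markers alone passed Fisher's exact test at the unadjusted p. They did so in the LV (adjusted p = 0.00108) and between the sham groups (8 genes, adjusted p = 0.0107), but not in the RV. Hypertrophy markers rose in the LV with a median log2 fold change of 0.48, higher for 12 of 15 genes (limma's camera adjusted p = 4.26e-05, fry 0.0224), and calcium handling rose with a median of 0.15 (camera 0.000567, fry 0.0253). The cell cycle list rose in both ventricles by camera (adjusted p = 0.00275 in the LV and 1.07e-07 in the RV) but not by fry (0.200 and 0.113).

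The mRNA of Acsl1 was lower in each VO RV library than in each sham RV library (114 ± 17.8 against 161 ± 14.0 FPKM, SD, n = 3; exact permutation p = 0.10), while the paper reports a rise of the protein in the RV. Of 10 microRNA genes looked up in the deposited table, 3 were at 0 in all libraries and the most reads on any of them in a library was 15, on Mir21. The libraries were made from mRNA purified with poly-T beads, and these reads do not test the changes in microRNAs that the paper reports.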
